A study of Homo sapiens with 9 samples. Its data were reported in "Identification of Two Distinct Classes of the Human INO80 Complex Genome-Wide" (2018).

How the data were processed

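Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in HepG2, a human liver cancer cell line. Cells received 50 nM of a non-targeting control siRNA (NTG) or of 1 of 2 siRNAs against INO80 (siINO80#1 and siINO80#2) and were collected after 72 hours. INO80 is the ATPase of a chromatin remodeling complex. Each of the 3 groups had 3 replicates, for 9 samples in all, and groups were taken from the sample titles.

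The authors deposited 1 peak list per siRNA, and the description of each sample names the list of its group, so the 3 replicates were pooled or called together. No value per replicate entered the comparisons. A peak list holds the genomic intervals in which reads were more frequent than the local background. The aligner, the handling of the transposase offset and the peak caller are not stated for ATAC-seq in the sources read here; the format and the naming of the peaks are those of MACS2. The coordinates were used with GRCh37 (hg19), the build the study names for its ChIP-seq. On that build no peak ended beyond its chromosome and 0 summits of peaks fell on unknown bases. The fold enrichment of each peak is a ratio that the authors' peak caller computed between the reads at the summit and the local background of the same list, without an input library. The p and q of each peak were deposited by the authors as −log10 values, and the lowest −log10 q was 1.30 in each list. The lists had been filtered after calling, since 324 peak numbers of NTG, 371 of siINO80#1 and 334 of siINO80#2 were skipped; the criterion of this filter was not tested. These values describe, rank or filter peaks within 1 list and were not compared as signal between lists.

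An interval with several summits was counted once and was represented by its summit of highest fold enrichment. Overlap was counted from 1 bp. Each share has a 95% Wilson interval, which covers counting error only and treats peaks as independent, although neighbouring peaks are not. The chance level was the mean of 100 random placements of the peaks on the same chromosome outside assembly gaps. The 3 lists were merged into regions, and each region was put in 1 of 7 classes by the lists with a peak in it. At equal list size, the 53113 strongest peaks of each list by fold enrichment were used, the size of the smallest list. A peak was called TSS-proximal when its summit lay within 1 kb of any of 220821 annotated transcription start sites (GENCODE, lifted to GRCh37). Regions were classified by their strongest peak. The intervals used to judge whether a rank correlation moved rest on the Fisher transformation across regions. No test between groups was made and no p-value is given, because each group had 1 list.

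The number of sequenced reads is not given by the lists. Fold enrichment and −log10 p were solved together for a whole number of reads at the summit and a background, on the assumption that they follow the formulas of MACS2. The solution left an error in −log10 p of at most 0.00121, whereas the nearest other whole number missed by at least 0.0275. The lowest background of a list was taken as its genome background. Dividing it by the shortest peak width, taken as the fragment length of the caller, gave relative read numbers of 1.43 for siINO80#1 and 1.44 for siINO80#2, with NTG set to 1. These ratios depend on both assumptions.

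Named peaks were chosen by a rule fixed before the data were examined. They are the 3 NTG peaks of highest fold enrichment without a match in either siINO80 list, the 3 regions found in both siINO80 lists and not in NTG with the highest smaller within-list percentile, the strongest peak of each list, and any peak within 1 kb of the INO80 start site. A tie for the last NTG place was kept, so that 4 peaks are given. Gene names are those of the nearest annotated start site.

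The alternatives fixed before the data were examined were a −log10 q of at least 5, merging of peaks within 500 bp, removal of chromosome Y, an overlap of at least 50% of the peak, equal list sizes, the 10000 strongest peaks, ranking by −log10 q and a distance of 2.5 kb to the start site. Others were chosen after seeing the data. These were a pileup of at least 5 times the genome background, a common minimum width of 148 bp, ranking by pileup over background at both list sizes, start sites of protein-coding genes, and promoter shares at equal list size. The pileup threshold was picked after the classes had been viewed at several thresholds, and the protein-coding shares had been seen before all annotated start sites were taken as the main set.

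The recovery of pileup and background was tested on 5000 simulated peaks, the overlaps were checked against bedtools on 1500 simulated intervals, and the classes were tested on 1400 simulated regions. Each was recovered in 100% of cases. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and blastn 2.17.0 were used.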

Results

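To examine chromatin accessibility after depletion of INO80, ATAC-seq peaks of HepG2 cells were compared between the NTG control siRNA and 2 siRNAs against INO80. Each of the 3 groups had 3 replicates and was represented by 1 peak list. There were therefore no replicate values, and no difference between lists could be set against the spread between replicates. The intervals given below are 95% Wilson intervals and cover counting error alone. The number of reads behind each list is unknown. Relative read numbers recovered from the peak values, which assume the usual formulas of the peak caller, were 1.43 times that of NTG for siINO80#1 and 1.44 times for siINO80#2.

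The first comparison asked how many accessible regions were called with each siRNA. The NTG list held 69730 peaks, the siINO80#1 list 69333 and the siINO80#2 list 53113. The median peak width was 313 bp in NTG, 315 bp in siINO80#1 and 326 bp in siINO80#2. The peaks covered 30.5 Mb, 30.8 Mb and 23.7 Mb, respectively. Thus the 2 siRNAs differed from each other more than siINO80#1 differed from NTG. The order of NTG and siINO80#1 depended on the threshold. A −log10 q of at least 5 left 31797, 33025 and 25334 peaks, with siINO80#1 above NTG, whereas a pileup of at least 5 times the background, a setting chosen after seeing the data, left 36325, 32228 and 24534, with NTG above siINO80#1.

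The second comparison asked how far the lists shared peaks. Of the NTG peaks, 56.5% (56.1 to 56.9) overlapped a siINO80#1 peak and 48.0% (47.6 to 48.4) overlapped a siINO80#2 peak. Of the siINO80#1 peaks, 56.6% (56.2 to 56.9) matched NTG and 52.2% (51.8 to 52.5) matched siINO80#2. Of the siINO80#2 peaks, 63.6% (63.2 to 64.0) matched NTG and 69.1% (68.7 to 69.5) matched siINO80#1. Random placement gave between 1.90% and 2.52% on average for the 6 shares. The alternative that moved the shares most was the 10000 strongest peaks for the match of siINO80#1 in siINO80#2, which rose to 77.0%.

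The 2 independent siRNAs allow regions changed with both to be separated from regions changed with 1. The union of the lists contained 111260 regions, of which 29863 had a peak in all 3 lists. NTG alone had 27141 regions, siINO80#1 alone 24002 and siINO80#2 alone 13067. A peak in both siINO80 lists and not in NTG was found in 5778 regions. The classes with the roles of the lists swapped held 8498 regions for NTG with siINO80#1 and 2911 for NTG with siINO80#2. NTG made up 42.3% (41.9 to 42.7) of the regions in a single list. The siINO80 pair made up 33.6% (32.9 to 34.3) of the regions in exactly 2 lists, where equal shares would be 33.3%. The siINO80#2 list was the shortest, so the equal share is not a chance level for classes that contain it.

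**Figure D1:**
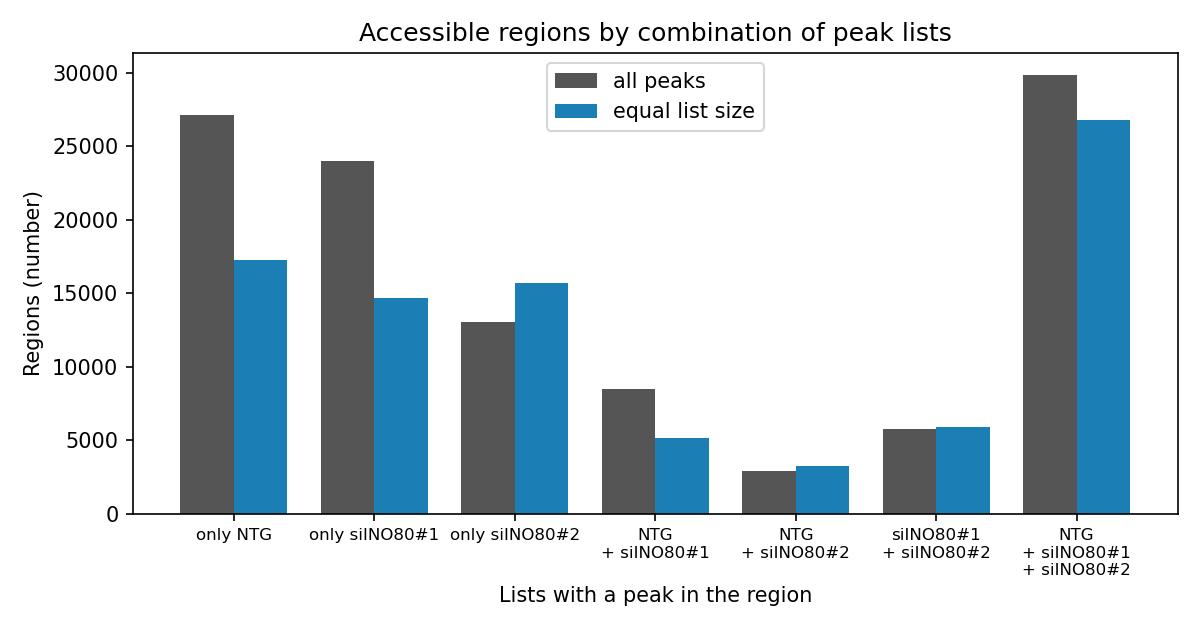
Number of regions (vertical axis) by the combination of lists with a peak (horizontal axis), for all peaks and for the 53113 strongest peaks of each list. Regions in both siINO80 lists and not in NTG numbered 5778 with all peaks and 5904 at equal list size.

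The lists differed in size, so the classes were counted again at equal list size. There were then 17242 regions in NTG alone, 14699 in siINO80#1 alone and 15718 in siINO80#2 alone. The siINO80 pair held 5904 regions, NTG with siINO80#1 5124 and NTG with siINO80#2 3227. The NTG share of single-list regions was 36.2% (35.7 to 36.6), and the share of the siINO80 pair was 41.4% (40.6 to 42.2). The order of the siINO80 pair and NTG with siINO80#1 depended on the choice of peaks. NTG with siINO80#2 was the smallest pair class in every setting. The siINO80 pair was the largest of the 3 pair classes in 5 of the 12 settings examined, all 5 with lists of equal size. With unequal lists it was never the largest, but the siINO80#2 list was then the shortest, which limits both pair classes that contain it. NTG alone was the largest single-list class in all 12 settings. At equal list size ranked by pileup over background, also chosen after seeing the data, the siINO80 pair held 5823 regions and NTG with siINO80#1 5897. Among settings with unequal lists, a pileup of at least 5 times the background lowered the share of the siINO80 pair from 33.6% with all peaks to 24.3%.

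Peaks lost after siINO80 were compared with retained peaks by their strength within the NTG list. In neither siINO80 list were 27141 NTG peaks found, with a median percentile of fold enrichment of 29.8. The 12289 peaks found in 1 siINO80 list had a median percentile of 44.7, and the 30300 peaks found in both had 75.7. In the weakest decile of NTG peaks, a decile being 1 of 10 nearly equal parts of the list by rank, 64.3% (63.1 to 65.4) had no match, against 0.516% (0.373 to 0.714) in the strongest decile. The siINO80#1 list went from 58.3% to 0.346% and the siINO80#2 list from 46.3% to 0.0568%. Ranking by −log10 q moved the median of the unmatched NTG peaks to 26.4.

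**Figure D2:**
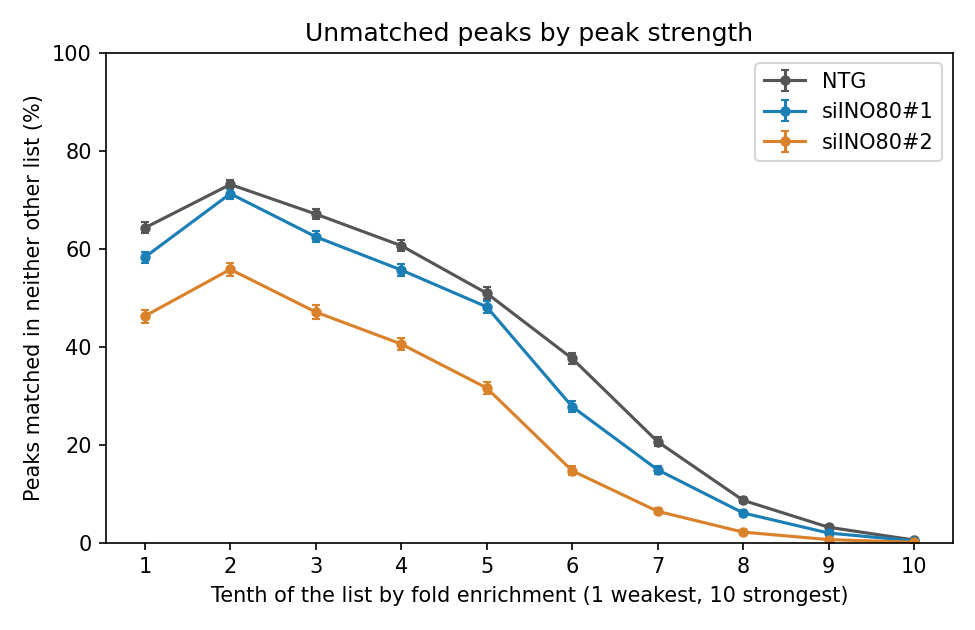
Share of peaks without a match in either other list, in percent with 95% Wilson intervals, by decile of fold enrichment within each list. The share was highest in the second decile of each list, at 73.1% in NTG, and was under 1% in the strongest decile.

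The study describes most binding sites of the INO80 complex as promoter-proximal and a large part as distal or intronic. Peaks were divided here by a distance of 1 kb to a start site, which need not be the same division. TSS-proximal peaks made up 25.5% (25.2 to 25.8) of NTG, 25.1% (24.8 to 25.4) of siINO80#1 and 27.6% (27.2 to 27.9) of siINO80#2. Random positions gave 7.50%. Of the regions in all 3 lists 39.1% (38.6 to 39.7) were TSS-proximal. The share was 11.5% (11.1 to 11.9) in NTG alone, 10.9% (10.5 to 11.3) in siINO80#1 alone and 8.51% (8.04 to 9.001) in siINO80#2 alone. It was 11.4% (10.6 to 12.2) in the siINO80 pair, 22.8% (21.9 to 23.7) in NTG with siINO80#1 and 13.7% (12.5 to 15.0) in NTG with siINO80#2. Restricting the lists to a −log10 q of at least 5 moved the list shares most, to 37.4%, 36.2% and 38.3%.

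Fold enrichment was ranked alike in shared regions. Spearman's rho across regions was 0.759 for NTG and siINO80#1 (38361 regions), 0.724 for NTG and siINO80#2 (32774 regions) and 0.813 for the 2 siINO80 lists (35641 regions). Regions are not independent replicates. Both siINO80 lists had more recovered reads than NTG, and no coefficient was computed at equal depth. The order of the coefficients therefore does not show that the 2 siRNAs acted alike. The order of the 3 coefficients was the same with −log10 q and within regions found in all 3 lists, where the last coefficient was 0.826.

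Retention of NTG peaks was then compared between chromosomes. Apart from chromosome Y, which had 71 NTG peaks, retention was lowest on chromosome 2, at 44.8% (43.9 to 45.7) in siINO80#1 and 38.8% (38.0 to 39.7) in siINO80#2. It was highest on chromosome X, at 72.7% (69.6 to 75.5) and 58.5% (55.2 to 61.7). Chromosome 2 also carried the most NTG peaks, 11612 or 47.7 per Mb, against 5.64 per Mb on chromosome X. With an overlap of at least 50%, chromosome 2 stayed lowest, at 36.3% and 31.0%.

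**Figure D3:**
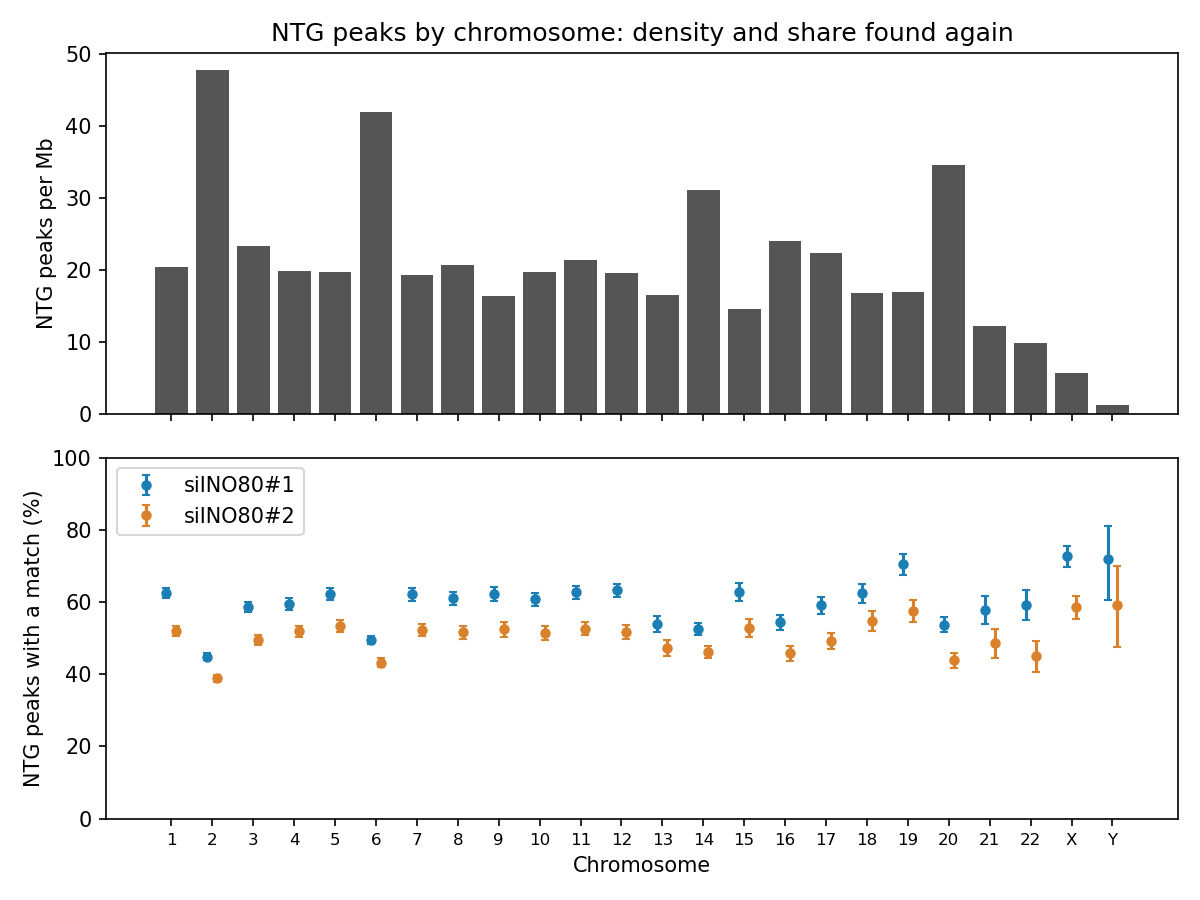
NTG peaks per Mb (upper panel) and share of NTG peaks with a match in each siINO80 list, in percent with 95% Wilson intervals (lower panel), by chromosome. Chromosome 2 had 47.7 peaks per Mb and the lowest retention in both lists.

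At the start site of INO80 itself (chromosome 15, 41408478, minus strand), a peak was present in all 3 lists. It spanned 41407563 to 41409110 in NTG with a fold enrichment of 4.51, 41408278 to 41409100 in siINO80#1 with 4.95, and 41408318 to 41408927 in siINO80#2 with 4.09. INO80 transcript or protein was not measured in these data, so the depletion itself was not examined.

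Of the NTG peaks without a match, the strongest lay in an intron of FAM27C, a long non-coding RNA gene (chromosome 9, 44993143 to 44993306), with a fold enrichment of 17.4. The next lay in an intron of CDC27 (chromosome 17, 45213910 to 45214312), with 16.8. A pair tied at 9.13, 1 in an intron of E2F5 (chromosome 8, 86100733 to 86101162) and 1 in an intergenic stretch near IGHV3OR16-7 (chromosome 16, 33740722 to 33740921). The sequence at the summit had 2 near-identical places in the genome for FAM27C, 3 for CDC27 and 4 for the chromosome 16 peak, and 1 for E2F5.

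Of the regions in both siINO80 lists and not in NTG, the strongest lay on chromosome Y, in an exon of the ribosomal RNA pseudogene RNA5-8SP6. It spanned 10037760 to 10037906 in siINO80#1 and 10037760 to 10037908 in siINO80#2, with fold enrichments of 35.7 and 30.5, and was the strongest peak of both lists. The next was an intergenic region on chromosome 1 near RNA5S6, at 228756676 to 228756903 in siINO80#1 and 228756679 to 228756942 in siINO80#2, with 15.3 and 14.2, whose sequence occurred at 17 places. The last lay in an intron of EYS on chromosome 6, at 64754906 to 64755495 in siINO80#1 and 64754863 to 64755087 in siINO80#2, with 9.32 and 7.67. The strongest NTG peak was intergenic on chromosome X (136520398 to 136520590), with a fold enrichment of 26.3, and had a match in both siINO80 lists.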

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

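The tests in this part were chosen after the results were seen. A difference in opposite directions for the 2 siRNAs, each against NTG, drew attention to 2 of 7 summary measures of the lists. Neither difference was tested, since each siRNA had 1 list.

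The TSS-proximal share of siINO80#1 minus that of NTG was -0.409 percentage points, and that of siINO80#2 minus NTG was 2.05. The intervals of NTG and siINO80#1 overlapped. A candidate explanation is the number of weak peaks in each list, since the siINO80#2 list was shorter. In NTG, 51.6% of the strongest decile were TSS-proximal, against 13.2% of the second decile. The weakest decile had 23.6%, so the share did not fall steadily with strength. At equal list size the siINO80#2 difference was -0.215, so its excess over NTG was no longer seen and list length may account for it. That setting drops the weakest peaks of NTG and siINO80#1 and keeps every siINO80#2 peak, so it does not equalise weak peaks. The siINO80#1 difference was -0.623 (-1.16 to -0.0864) and had not shrunk. This interval covers counting error only. The lists of NTG and siINO80#1 were already of nearly equal length, at 69730 and 69333 peaks. Equal list size therefore could not test list length for siINO80#1. An effect of 1 siRNA sequence was not tested and stays open.

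The covered length of siINO80#1 exceeded that of NTG by 0.383 Mb, and that of siINO80#2 minus NTG was -6.72 Mb. At equal list size the differences were 0.587 Mb and -2.65 Mb, still on opposite sides. That setting drops the weakest peaks of NTG and siINO80#1 and keeps every siINO80#2 peak. It therefore cannot decide whether the number of weak peaks accounts for the siINO80#2 difference. The read depth recovered from the lists was similar for the 2 siRNAs, at 1.43 and 1.44 times NTG. The quality of the libraries and a biological difference between the siRNAs cannot be told apart with 1 list per siRNA.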

How the results depend on the processing

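No paired analysis was possible because each siRNA had 1 peak list for its 3 replicates, so the replicate letters carried no values; for the same reason the analyses leaving out each replicate in turn were not run. No test was made, so an alternative counts here as a change when a share left the 95% interval of its main value or a count moved by more than 1.5 times. With lists this long the intervals are narrow, and small moves count as changes.

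The 6 sharing values follow the order NTG in siINO80#1, NTG in siINO80#2, siINO80#1 in NTG, siINO80#1 in siINO80#2, siINO80#2 in NTG and siINO80#2 in siINO80#1. They were 75.5%, 62.7%, 72.4%, 66.6%, 78.9% and 87.5% with a −log10 q of at least 5. They were 57.2%, 48.9%, 57.5%, 53.4%, 64.2% and 69.7% with peaks within 500 bp merged. An overlap of at least 50% gave 47.7%, 38.9%, 47.7%, 42.8%, 55.7% and 61.5%. Equal list size gave 61.2%, 57.3%, 60.9%, 62.1%, 58.4% and 63.6%. The 10000 strongest peaks gave 71.8%, 68.6%, 71.8%, 77.0%, 68.6% and 77.0%. Among settings chosen after seeing the data, a pileup of at least 5 times background gave 69.6%, 56.1%, 77.7%, 66.1%, 83.2% and 87.9%, and the common minimum width gave 55.7%, 47.6%, 58.0%, 53.2% and 64.3% for the first 5. Stricter thresholds remove weak peaks, which were the least shared; for the other moves the cause was not tested.

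Peak numbers became 31797 in NTG, 33025 in siINO80#1 and 25334 in siINO80#2 with a −log10 q of at least 5, and 36325, 32228 and 24534 with a pileup of at least 5 times background. Both are fewer by construction, and they place NTG and siINO80#1 in opposite orders; the cause of that was not tested. With all peaks, the NTG share of single-list regions became 45.7% with a −log10 q of at least 5, 59.7% with a pileup of at least 5 times background and 44.2% with the common minimum width. The share of the siINO80 pair became 34.4%, 24.3% and 32.5% under these settings, and 47.2% with the 10000 strongest peaks. At equal list size, the 10000 strongest peaks by pileup over background gave 42.7% and 46.4%, and the same ranking at the size of the smallest list, also chosen after seeing the data, gave 35.7% and 39.8%. In every setting with lists of equal size, the 10000 strongest peaks included, the siINO80 pair held at least 39.8%, above the equal share of 33.3%. With lists of unequal size it held between 24.3% and 34.4%, on either side of that share, which is not a chance level for unequal lists. The share of the pair thus went with list size. The cause of the moves among settings with unequal lists was not tested. Of 70 other values, all numbers of regions per class, 27 fell and 43 stayed within 1.5 times.

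Ranking by −log10 q gave median percentiles of 26.4, 46.1 and 76.6 for NTG peaks found in 0, 1 and 2 siINO80 lists, and the 50% overlap gave 53.7 and 78.9 for the last 2. That overlap lowered retention on chromosome 2 to 36.3% in siINO80#1 and 31.0% in siINO80#2, and on chromosome X to 64.0% and 49.3%. Within regions of all 3 lists rho was 0.714 for NTG and siINO80#2 and 0.826 for the siINO80 lists. The orders of these values did not change.

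TSS-proximal shares are given for NTG, siINO80#1 and siINO80#2, then for regions in NTG alone, siINO80#1 alone, siINO80#2 alone, NTG with siINO80#1, NTG with siINO80#2, the siINO80 pair and all 3. Within 2.5 kb they were 32.8%, 32.1%, 34.5%, 19.2%, 17.9%, 15.7%, 31.2%, 22.3%, 19.1% and 45.5%, higher by construction. With a −log10 q of at least 5 they were 37.4%, 36.2%, 38.3%, 19.1%, 19.9%, 13.1%, 32.7%, 22.7%, 14.3% and 45.7%. With protein-coding start sites, chosen after seeing the data, they were 20.5%, 20.1%, 22.4%, 7.43%, 6.97%, 4.66%, 18.1%, 8.90%, 7.06% and 33.2%, lower by construction. At equal list size, also chosen later, NTG had 27.8%, siINO80#1 27.2%, siINO80#2 alone 10.6%, NTG with siINO80#1 20.4%, NTG with siINO80#2 18.8%, the siINO80 pair 13.3% and all 3 lists 40.3%.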

Other observations

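The predictions for the separation of NTG, for strong unmatched peaks, for copy number and peak strength, and for the 5 motifs were written before their test results were seen. The tests of gene density, of the number of peaks against local background and of the width of the chromosome Y peak were written after. The checks of the AP-1 difference, the search for copies of the chromosome Y peak and the correction of the chromosome comparison for start sites were added once the patterns were known. The depth simulation ranked by fold enrichment was added after the results of those ranked by pileup, and the repeat shares with 1 list left out or for siINO80#1 were added after the share over all lists.

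The sequence around the strongest summit (200 bp) was searched for 5 motifs fixed before the search, at equal list size. The AP-1 motif TGASTCA was present in 33.3% (32.1 to 34.5) of the 5904 regions found in both siINO80 lists and not in NTG, and in 5.40% (5.07 to 5.75) of the 17242 regions in NTG alone, a difference of 27.9 percentage points (26.7 to 29.1). The swapped differences were -1.66 for NTG with siINO80#2 against siINO80#1 alone and -2.73 for NTG with siINO80#1 against siINO80#2 alone. Regions in all 3 lists had the motif in 16.6%, siINO80#1 alone in 12.4% and siINO80#2 alone in 11.3%. The FOXA motif TGTTTAC also differed by more than in the swapped classes, by 3.96 percentage points against -0.911 and 2.01. The differences were 0.0735 for YY1, 0.449 for CTCF and -0.362 for HNF4A, each no larger in size than the larger swapped difference. Size alone does not show that CTCF and HNF4A were alike between the classes. The swapped differences were 2.25 and 4.72 for CTCF. For HNF4A they were 0.868 and 1.32, of the opposite sign to -0.362 (-0.687 to -0.0362).

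Several technical explanations of the AP-1 difference were examined. The reversed motif, which has the same base composition, differed by 1.97 percentage points, which argues against base composition as the cause of most of it. Within quintiles of GC content the difference was at least 15.4, and within the 5 deciles of peak strength with at least 100 regions per class it was at least 16.9. In each of these quintiles and deciles it was larger in size than both swapped differences, intervals included, although the swapped differences were not small among strong peaks and reached -20.5 and -22.0 in 2 of the deciles. With all peaks it was 26.9, against swapped differences of 0.232 and -1.76. With the 10000 strongest peaks of each list it was 31.9 (29.3 to 34.5), against -9.03 and -28.8 (-31.7 to -26.0). The last is of the opposite sign and similar in size, because 36.05% of the regions in siINO80#2 alone had the motif there. The swapped classes are not free of the contrast between NTG and the siINO80 lists, since more motifs in the siINO80 lists would themselves give negative values. With all peaks the difference stayed larger in size than both swapped differences, which argues against list size as its cause. With the 10000 strongest it lay apart from the last swapped difference by sign only. More motifs in the siINO80 lists would give that sign, so this setting cannot decide whether the threshold contributed. A difference between batches or in library quality cannot be told apart from the siRNA, because there was 1 list per siRNA. A hypothesis that stays open is that AP-1 sites may become more accessible after treatment with either INO80 siRNA; whether this would follow from loss of INO80, from a stress response to these siRNAs or from the batch was not tested.

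NTG stood apart from both siINO80 lists at equal list size, with 36.2% of single-list regions. Lists were simulated 100 times from the same signals at the 3 recovered depths with equal extra noise. With 53113 peaks per list ranked by fold enrichment, the simulated NTG share reached at most 34.3%, against the 36.2% observed. With 10000 peaks per list ranked by pileup over background it reached at most 36.3%, against 42.7%. This argues against depth alone, within the assumptions of the recovered depths, and at the larger size also of setting regions not called in a list to its lowest pileup. With 53113 peaks ranked by pileup it reached at most 34.1%, against 35.7% (35.3 to 36.2), but siINO80#2 alone had 35.0% (34.5 to 35.4) there, so NTG did not stand apart from siINO80#2 in that ranking and this simulation does not bear on the pattern. With equal minimum widths the share was 36.3% (35.9 to 36.8), above the equal share of 33.3%, which argues against peak width. A bias by GC content cannot be excluded. The NTG share was lowest, at 33.6% (32.7 to 34.6), in the second quintile of GC content and 40.6% (39.6 to 41.6) in the highest, and its interval lay above the equal share in 3 of the 5 quintiles, the 3 highest in GC content, as such a bias could give. Batch and library quality cannot be told apart from the siRNA with 1 list per siRNA, and an effect of INO80 depletion stays open as untested.

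Of 63 peaks in the strongest decile of a list that had no match, 14.3% (7.70 to 25.0) had more than 1 place in the genome at 95% identity over 90% of 200 bp, against 1.00% (0.341 to 2.90) of 300 matched peaks of the same deciles. The excess rested mainly on siINO80#1, with 25.0% (11.999 to 44.9) of 24 unmatched peaks, against 8.33% (2.87 to 21.8) of 36 in NTG and 0 of 3 in siINO80#2. Without siINO80#1 it was 7.69% (2.65 to 20.3) of 39, against 1.5% (0.511 to 4.32) of 200 matched peaks, and the intervals overlapped. Reads shared between repeated sequences are a candidate explanation for the siINO80#1 peaks with several places, a list singled out after its share was seen, and cannot be told for the other lists. Over all lists the other 54 had a single place at this stringency. No biological explanation was tested for them.

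The chromosome Y peak that led both siINO80 lists was 147 bp wide in siINO80#1 and 149 bp in siINO80#2, and the shortest NTG peak was 148 bp. Of the 2, 1 was narrower than the shortest NTG peak, so the different minimum peak width between lists leaves its absence from NTG undecided. No peak number was skipped between the flanking NTG peaks (0 numbers), so no NTG peak had been filtered out there. At 95% identity the interval had 1 place in the assembly, its own. At 90% identity, a threshold added after that result, 4 others appeared, the closest at 94.0%, so reads shared with ribosomal RNA sequences cannot be told apart from a gain.

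Low sharing and dense peaks coincided on some chromosomes. Across 298 bins of 10 Mb, which are not independent, rho was -0.426 between the number of NTG peaks and the share found again in at least 1 siINO80 list. The number of peaks per bin was alike in NTG and siINO80#1 (rho 0.972). Weaker peaks explain part at most, since the other chromosomes, weighted to the strength of the chromosome 2 peaks, would give 55.2%, above the 50.3% (49.4 to 51.3) observed on chromosome 2 and below their own 63.2%. Bins with more start sites had more peaks (rho 0.253), so gene density may account for part of the dense peaks. Across 23 chromosomes rho was 0.324, a value that so few chromosomes leave uncertain. The densest bins had from 335 to 1729 start sites, on both sides of the median of 608 over all bins. Bins with more start sites had a higher share found again (rho 0.258), which argues against gene density as the cause of low sharing. For copy number of the cell line, the local background had a rho of 0.301 with the number of peaks, in the predicted direction, and of -0.0502 with the share found again, where the predicted relation was not seen. Given the number of start sites the latter was -0.294, in the predicted direction. For both relations copy number cannot be told apart here because reads of the peaks enter the background and 61 bins lay at its floor. No biological explanation was tested for this pattern.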
